A study of Mus musculus with 2 samples. Its data were reported in "TBL1X/TBL1XR1 govern β-cell identity through a PAX6-containing gene regulatory network" (2026).

How the data were processed

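Single-cell RNA sequencing was done on pancreatic islets of mice aged 5 weeks. One group, labelled wildtype and called control here, and the other, labelled TBL/RβKO, each gave 1 library of 150 islets pooled from 4 mice. TBL/RβKO mice carry Cre recombinase inserted at Ins1 and loxP-flanked Tbl1x and Tbl1xr1, so that both genes are deleted in β-cells. Islets were kept overnight at 37 °C in medium with 10% serum before cells were separated and loaded on a droplet instrument (Chromium 3′ chemistry, version 3.1).

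The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 7.1.0 (filtered barcodes). UMIs are molecular tags that mark single captured transcripts. The matrices list 22383 features, of which 2 are added sequences of the Cre gene, 1 per strand. Their values are whole numbers with barcodes of 500 UMIs or more and any number of detected genes, so that, as far as the values show, no removal of free RNA, no doublet removal and no limit on genes had been applied. The genome build behind the counts is not stated. Positions given here come from GENCODE mouse release M39 on GRCm39, matched by Ensembl identifier, which found 29 of the 29 named genes. They do not state where on a gene the UMIs fell.

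The control library held 7067 barcodes and 241434108 UMIs, and the TBL/RβKO library 5833 barcodes and 185062206 UMIs. Cells were kept with more than 2500 and fewer than 6000 detected genes and a mitochondrial share of UMIs under 10%, as in the study. Doublets were scored per library with Scrublet (scanpy 1.11.5) over barcodes with more than 500 genes. Its automatic threshold marked 81 control barcodes (1.25%) and 1 barcode (0.019%) of the TBL/RβKO library, so it had not worked there. The highest scores were removed in its place, at a rate of 0.8% per 1000 barcodes (5.65% and 4.67%). Scores tied at that threshold were kept (50 and 40 barcodes), so 336 (5.18%) and 231 (4.32%) of the scored barcodes were marked, of which 65 and 43 passed the filter on genes and mitochondrial share. The 2 kept sets held 2877 control cells and 2484 cells of the TBL/RβKO library.

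Both libraries were clustered together without integration. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were chosen per library and combined. The hormones, the endocrine markers, the gene lists, the named genes and the Cre features (125 genes) were left out of the clustering, so that a change in these did not decide a cell's cluster. It used 30 principal components, 15 neighbours and Leiden resolution 1 (resolution 0.6 for sub-clusters of β-like cells). Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, statsmodels 0.14.6 and matplotlib 3.10.9.

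Cluster names rest on marker genes fixed in advance. A cluster took a non-endocrine name when that class had the highest mean marker score and at least 3 of its markers reached 50 CPM. Every other cluster took the name of the hormone with the largest median (insulin for β-like, Gcg for α-like, Sst for δ-like, Ppy for PP-like), of at least 100 UMIs per 10000. A cluster stayed unnamed when fewer than 3 markers of its name reached 10 CPM or when more markers of another class were among its 10 leading genes. It also stayed unnamed when its median UMIs were under 33.3% of the median of its library and no marker of its name was among these 10. That rule left out 1 cluster of 174 control cells with each library clustered alone (median of 8301 UMIs), while the like cluster of 232 cells of the TBL/RβKO library (10234 UMIs) was named α-like. The rule by largest hormone was settled after a rule by marker score alone had been tried on these data. The filter, the markers, the gene lists, the rule for named genes and the comparisons were chosen before the data were examined. Leading genes were Ins1, Ins2, Mafa or Slc2a2 in 3 of 6 β-like clusters, Gcg and Ttr in 3 of 7 α-like clusters, Sst, Hhex and Rbp4 in the δ-like and Ppy and Pyy in the PP-like cluster. The other 4 α-like clusters (438 control cells and 980 of the TBL/RβKO library) had no α-cell marker among their 10 leading genes, and were named by their Gcg. One of them (173 and 242 cells) had a median of 9409 UMIs and 165 Gcg UMIs per 10000. The other 3 β-like clusters (64 and 312 cells) had no β-cell marker among theirs. Unc5d and Pde7b led 1 of them (55 and 8 cells). In 1 β-like cluster (9 control cells and 43 of the TBL/RβKO library) the heat-shock genes Hspa1a and Hspa1b led. In another (0 and 261 cells) Tmem252, Defb1 and Gast were among the leading genes and no β-cell marker was among the 10 leading genes. It was named β-like by its insulin alone. Non-endocrine clusters were macrophage-like (C1qb, Lyz2), stromal-like (Col1a1, Mgp), endothelial-like (Flt1, Plvap), B-cell-like (Igkc, Cd79b) and ductal-like (Krt19, Spp1).

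Raw UMI counts were summed per library and class and expressed as CPM, the number per 1e6 UMIs of the sum. A CPM has an exact Poisson interval, a log2 ratio (TBL/RβKO over control) the exact conditional binomial interval of 2 Poisson counts, a share the Clopper-Pearson interval, and a difference of shares the Newcombe interval, all at 95%. For a ratio with a count of 0 in the control, the floor of 3 counts gave a lower bound. With 1 library per group there is no replicate, and cells of a library are not replicates, so no p-value, standard error or count of changed genes was computed. Intervals cover counting error only. The ratio, interval and list steps were tested on counts simulated from the control β-like sums over 22383 genes with 200 changed genes. The interval held the true value for 96.0% of changed and 95.0% of unchanged genes, and the correlation of true and estimated log2 ratios, across genes, was 0.994. The simulated counts were Poisson, which the intervals assume, so this checks the calculation and not the spread between cells. The genes checked had at least 100 control UMIs, so genes with fewer were not covered. A raised list came out at percentile 100, and 2 of 40 random lists fell outside the central 95%.

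The named genes were Tbl1x and Tbl1xr1, 5 hormone genes, 14 genes the study names for β-cells, and, by size, the 5 genes with the highest and the 5 with the lowest log2 ratio in β-like cells. The last were taken among genes at 50 CPM or more in at least 1 of the 2 β-like sums that kept their direction after subtraction of free RNA. Mitochondrial and ribosomal protein genes, hormones and genes at over 5 times the level in another endocrine class were left out. Mafa and Slc2a2 were on both lists. The gene lists (mature 44 genes, immature 21, disallowed 16, apoptosis 26) were those the study used to score β-cell states, mouse entries. A list's value is the median log2 ratio of its genes with at least 10 UMIs, with an interval from 1000 Poisson resamplings and its percentile among 10000 random lists of the same size matched on expression in 20 bins. Such a percentile describes these libraries alone.

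A cell was called polyhormonal when at least 2 of Ins1, Gcg, Sst and Ppy were above a threshold set per hormone and library, at the midpoint on the log(1 + UMIs per 10000) scale between the medians of its own class and of the other endocrine classes. The share of UMIs from free RNA was estimated from Ins1 and Ins2 in non-endocrine cells, with the profile of all barcodes. It was 2.55% in the control and 0.984% in the TBL/RβKO library. Alternatives were other limits on genes and mitochondrial share, doublets kept, all variable genes, each library clustered alone, other resolutions, free RNA subtracted, other scalings, other hormone thresholds and thinning to 5000 UMIs per cell. Alternatives added after the data had been seen were the automatic doublet threshold, other names for clusters made mostly (90% or more) of TBL/RβKO cells or holding both insulin and Sst, polyhormonal calls without Ppy, the control thresholds by class and combination, and all alternatives in α-like cells. The bulk RNA sequencing of the study was not analysed here.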

Results

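Islet cells of 2 libraries, 1 per group, were profiled by counting UMIs per gene and cell. A control barcode held a median of 22509 UMIs and 4818 detected genes, and a barcode of the library labelled TBL/RβKO 19758 UMIs and 4831 genes. After the filter, 84044140 UMIs in 2877 cells remained in the control and 52530714 UMIs in 2484 cells in the other library. The upper limit on detected genes alone set aside 1813 control barcodes and 1680 barcodes of the library labelled TBL/RβKO. No replicate stands behind any value below, so no difference could be set against a spread between replicates, and every value describes these 2 libraries.

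The first question was whether the targeted genes and the Cre gene followed the labels. The control library held 0 Cre UMIs, which allows up to 0.0124 CPM. The library labelled TBL/RβKO held 3247 Cre UMIs on the plus strand in 329 barcodes, of which 241 (73.3%) had 6000 genes or more and 66 (20.1%) passed the filter. Among its β-like cells 13.1% had a Cre UMI, against 0.705% of its α-like cells, at median depths of 32181 and 17212 UMIs. Tbl1x (ENSMUSG00000025246, chromosome X, 76554141 to 76706597) had 16 exons in the annotation, with the 3′ untranslated region from 76703345 to 76706597. It stood at 88.9 CPM (86.3 to 91.4) in control β-like cells and at 369 CPM (359 to 380) in those of the library labelled TBL/RβKO, a log2 ratio of 2.06 (2.00 to 2.11). Tbl1xr1 (ENSMUSG00000027630, chromosome 3, 22129947 to 22270770) stood at 17.3 CPM (16.2 to 18.5) and 151 CPM (144 to 158), a log2 ratio of 3.12 (3.01 to 3.24). The UMIs of both targeted genes were thus higher in β-like cells of the library labelled TBL/RβKO, against the direction of its label. By qPCR, the study itself reported lower RNA of both genes in whole islets of TBL/RβKO mice of this age. That is another method on another set of cells, and was not analysed here. Counts per gene do not show whether the deleted part of a transcript was present. Both increases lay mostly in the cells of 1 cluster with no control cells. Leaving that cluster unnamed, an alternative chosen after the data had been seen, gave log2 ratios of 0.48 for Tbl1x and 1.1 for Tbl1xr1. In α-like cells Tbl1x stood at 281 CPM (274 to 289) and 318 CPM (311 to 325), and Tbl1xr1 at 41.9 CPM (39.1 to 44.9) and 51.6 CPM (48.8 to 54.5). δ-like cells had 147 CPM (136 to 159) and 149 CPM (139 to 159) of Tbl1x. PP-like cells had 82.8 CPM (74.6 to 91.8) and 76.4 CPM (68.7 to 84.9), intervals that overlap.

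The next comparison asked whether the makeup of the islets differed. Among β-, α-, δ- and PP-like cells, 45.8% (44.0% to 47.7%, 1260 of 2749 cells) were β-like in the control and 16.1% (14.6% to 17.7%, 360 of 2236 cells) in the library labelled TBL/RβKO. The difference was -29.7 percentage points (-32.1 to -27.3). α-like cells made up 40.8% (39% to 42.7%) and 63.4% (61.4% to 65.4%). δ-like cells made up 7.71% (6.74% to 8.77%) and 13.7% (12.3% to 15.2%). The shares of PP-like cells were 5.64% (4.81% to 6.57%) and 6.80% (5.79% to 7.92%), a difference of 1.16 points (-0.182 to 2.54). That difference depended on the processing: it was 1.97 (0.660 to 3.31) when all variable genes were clustered and -0.689 (-1.73 to 0.357) with no upper limit on genes, so no direction is given. There were 0.890 α-like cells per β-like cell in the control and 3.94 in the other library. Of the alternatives fixed in advance, leaving out the upper limit on detected genes moved the β-like share most. With it β-like cells made up 55.7% (54.1% to 57.3%) and 41.6% (40.0% to 43.3%), a difference of -14.1 points (-16.3 to -11.8). It left 394 control endocrine cells and 69 of the other library unnamed, and naming decisions for clusters with both insulin and Sst, taken after the data had been seen, put the difference between -20.0 and -16.8 points. These shares rest on rebuilt cell names and may differ from those of the study for that reason.

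**Figure D1:**
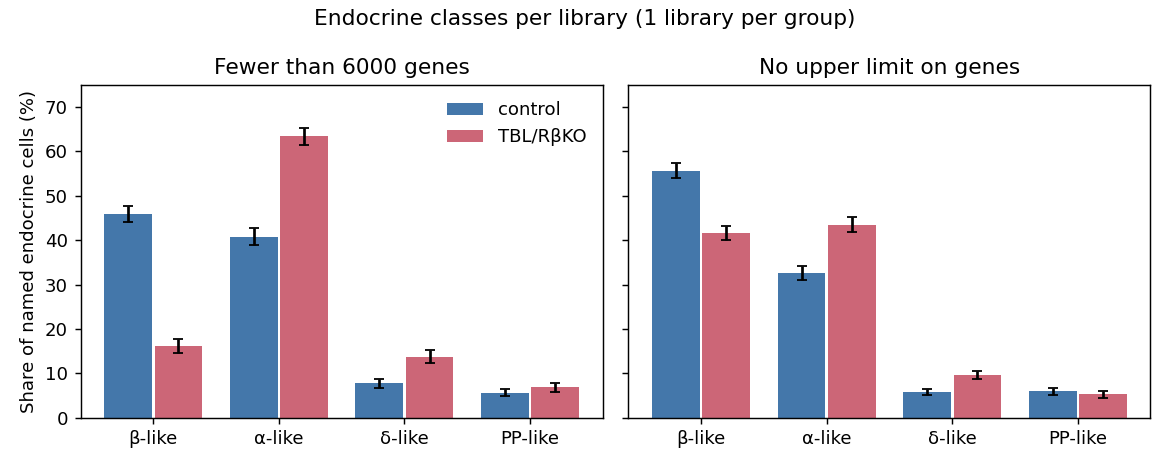
Bars show the percentage of named endocrine cells in each class per library, with Clopper-Pearson 95% intervals, under the limit of fewer than 6000 genes (left) and with no upper limit (right). The difference in β-like cells was -29.7 percentage points on the left and -14.1 on the right.

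With no upper limit, 45.0% (42.9% to 47.1%) of control β-like cells and 75.5% (73.2% to 77.6%) of those of the library labelled TBL/RβKO had 6000 detected genes or more. The latter was 70.0% (67.2% to 72.6%) with clusters holding both insulin and Sst left out. α-like cells reached 6000 genes in 11.8% (10.1% to 13.7%) and 9.19% (7.80% to 10.7%). Insulin transcripts took a median of 53.4% of UMIs per control β-like cell and 17.5% in the other library. Without Ins1 and Ins2, a β-like cell held a median of 24347 UMIs in the control and 47197 in the library labelled TBL/RβKO. With each cell thinned to 5000 UMIs, and 0 cells left out, the median number of genes was 1413 and 1889. With Ins1 and Ins2 left out before the thinning it was 2465 and 2243, so the order turned round.

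**Figure D2:**
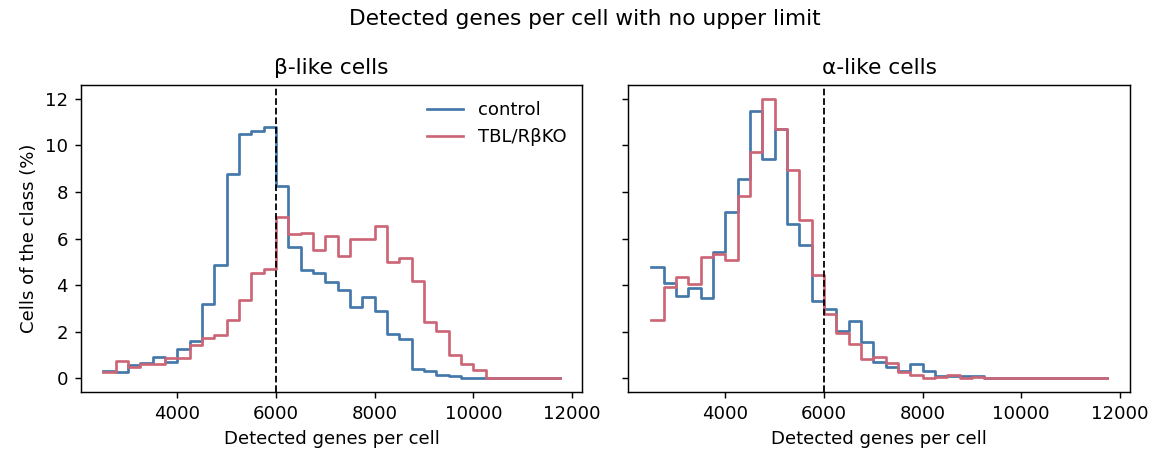
Histograms show the percentage of β-like (left) and α-like (right) cells by the number of detected genes, per library, with no upper limit. The dashed line marks 6000 genes, which 75.5% of β-like cells of the library labelled TBL/RβKO and 45.0% of control β-like cells reached.

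Cells positive for several hormones were compared because they bear on β-cell identity. Polyhormonal cells made up 11.2% (10.1% to 12.5%, 309 cells) of endocrine cells in the control and 18.5% (16.9% to 20.2%, 414 cells) in the library labelled TBL/RβKO, a difference of 7.27 points (5.29 to 9.28). The limits by which the study picked cells of 1 hormone, which were not its rule for mixed cells, gave 63.4% and 58.5%, a difference reversed to -4.90 points. Background takes part in that value, since their Ins1 limit was passed by 99.2% of control non-endocrine cells and 8.06% of those of the library labelled TBL/RβKO, with medians of 24.4 and 1.89 Ins1 UMIs per 10000. Random pairs of cells of different classes would give 3.48% and 2.56%. The Ins1 threshold was 199.9 UMIs per 10000 in the control and 24.42 in the library labelled TBL/RβKO, so shares that involve Ins1 compare different levels. Within β-like cells the polyhormonal share was 1.75% (1.1% to 2.63%) and 29.7% (25% to 34.7%), the latter 18.3% (14.5% to 22.7%) with the control thresholds in both libraries. It was 10.7% and 9.10% in α-like, 59.4% and 52.9% in δ-like and 26.5% and 10.5% in PP-like cells. The pooled share also follows the class makeup: control rates per class at the class shares of the library labelled TBL/RβKO gave 17.0%, and its rates at the control class shares gave 22.0%. Most polyhormonal δ-like cells were positive for Sst and Ppy. Ppy was above its threshold in 1.43% of control β-like cells and in 35.0% of those of the library labelled TBL/RβKO. In non-endocrine cells, which should lack it, that share was 0.781% of 128 control cells and 0.403% of 248 cells, at median depths of 18565 and 18031 UMIs. Gcg was above its threshold in 0.317% and 7.22% of β-like cells, against 2.34% and 0.806% of non-endocrine cells. Ins1 was above its threshold in 3.91% and 1.61% of non-endocrine cells. Cells with Ins1 and Ppy alone above threshold made up 0.291% (0.126% to 0.573%) and 2.91% (2.25% to 3.69%) of endocrine cells. Cells with Ins1 and Gcg alone made up 0.146% (0.0397% to 0.372%) and 1.07% (0.689% to 1.59%). Cells with Ins1, Sst and Ppy made up 0.255% (0.102% to 0.524%) and 0.403% (0.184% to 0.763%), a difference not detectable here. With the control thresholds these 3 shares in the library labelled TBL/RβKO were 1.16% (0.761% to 1.70%), 0.134% (0.0277% to 0.392%) and 0.0447% (0.00113% to 0.249%), so the excess of cells with Ins1 and Gcg was not seen at equal thresholds. At the control thresholds Gcg, counted by itself, was still above its limit in 6.67% of β-like cells of that library, against 0.317% in the control. Its Ins1-positive β-like cells fell from 76.4% to 49.7% there. Setting the control thresholds by class and by combination was chosen after the data had been seen. Counted over Ins1, Gcg and Sst alone, a choice made after the data had been seen, the shares were 1.31% and 3.18%.

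Gene expression was compared in the summed UMIs of β-like cells, 53280258 in the control and 12792251 in the library labelled TBL/RβKO, in which the targeted genes went against the label. Ins1 and Ins2 took 54.2% and 32.4% of these sums. The median log2 ratio of the 7585 genes at 10 CPM or more was 0.30. Scaling without hormones and mitochondrial genes moved it by -0.50, to -0.20. Relative to that median, each log2 ratio of CPM in β-like cells is 0.30 lower, and of the genes reported here for β-like cells Pax6 alone changed direction by it. The SD of the log2 ratio across these genes was 0.76, a spread between genes and not between replicates. In α-like cells the median was 0.12 over 8892 genes with an SD of 0.25, and Tbl1x and Tbl1xr1 stood at 0.06 and 0.18 relative to it.

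Ins1 (ENSMUSG00000035804, chromosome 19, 52252735 to 52253914) had a log2 ratio of -1.78 in β-like cells, or -2.08 relative to the median. Ins2 (ENSMUSG00000000215, chromosome 7, 142232393 to 142297118) had -0.48 (-0.49 to -0.48), or -0.78 relative to the median, and 0.12 when the cluster without control cells was left unnamed, which reversed it. Mafa (ENSMUSG00000047591, chromosome 15, 75617339 to 75620077) stood at 517 CPM (511 to 523) and 105 CPM (99.6 to 111), a log2 ratio of -2.30 (-2.38 to -2.22), or -2.60 relative to the median. Slc2a2 (ENSMUSG00000027690, chromosome 3, 28752051 to 28785508) stood at 351 CPM (346 to 356) and 72.7 CPM (68.1 to 77.5), a log2 ratio of -2.27 (-2.37 to -2.18), or -2.57 relative to the median. Pdx1 had -0.65 (-0.75 to -0.56), Nkx6-1 -0.76 (-0.84 to -0.68) and Ucn3 -0.32 (-0.40 to -0.24), or -0.95, -1.06 and -0.62 relative to the median. Pax6 had 0.18 (0.12 to 0.25) in CPM, but -0.32 without hormones in the scaling and -0.12 relative to the median, so its direction was not settled. Jun rose by 1.21 (1.12 to 1.30) and Me1 by 2.11 (1.99 to 2.24), the latter reversed at -0.16 when the cluster without control cells was left unnamed. Lgals3bp had 2.00 (1.94 to 2.06) and Glul 2.68 (2.63 to 2.73). Chga had 1.41 (1.40 to 1.42). Relative to the median these were 1.81 for Me1, 1.70 for Lgals3bp, 2.38 for Glul and 1.11 for Chga. Neurog3 went from 35 to 264 UMIs, a log2 ratio of 4.97 (4.46 to 5.53). Ldha, with 5 and 9 UMIs, had 2.91 (1.17 to 4.83), and Hk1, with 9 and 59 UMIs, 4.77 (3.75 to 5.97). With the cluster without control cells left unnamed, log2 ratios were lower for Jun (0.61), Lgals3bp (0.41), Glul (0.83), Chga (0.93) and Neurog3 (2.12). Those of Ldha (3.23) and Hk1 (6.08) were higher there. Other hormones also rose in the β-like sums, Ppy by 4.40 (4.39 to 4.41), Sst by 2.68 (2.64 to 2.72) and Gcg by 1.76 (1.74 to 1.78). The median per β-like cell moved for Ppy, from 2.84 to 89.8 UMIs per 10000. It hardly moved for Gcg (5.26 and 6.01) and Sst (0.481 and 0.634). Of the 360 β-like cells of the library labelled TBL/RβKO, 26 were above the Gcg and 25 above the Sst threshold. Gcg had 0.56 with the cluster without control cells left unnamed and 4.80 with free RNA subtracted.

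Of the 5 genes chosen by size as highest, 4 are given here: Tmem252, Pcp4l1, Csn3 and S100a6. Tmem252 had 0 UMIs in control and 777 in the other β-like sum, at least 1080-fold higher. Pcp4l1 had 8.99 (8.24 to 9.86), Csn3 8.03 (7.43 to 8.71) and S100a6 6.35 (6.16 to 6.54). Tmem252 and Csn3 were among the leading genes of the cluster without control cells, so inside that cluster they are no independent evidence. With it left unnamed, an alternative chosen after the data had been seen, Csn3 had 7.84, Pcp4l1 7.35 and S100a6 5.80. Tmem252 had 8.46 there, with its 0 control UMIs set to 0.5. The rises of these 4 genes were thus also seen in the other β-like cells. The 5 lowest were Cdh8 at -2.80 (-2.98 to -2.61), Mafa, Slc2a2, Vstm2l at -2.20 (-2.42 to -1.99) and Ppp1r1a at -2.17 (-2.27 to -2.06).

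The same genes were measured in α-like cells, which should not carry the deletion. Tbl1x had 0.18 (0.13 to 0.23) and Tbl1xr1 0.30 (0.17 to 0.43). Ins1 had -3.06 (-3.10 to -3.03) and Ins2 -1.72 (-1.74 to -1.71), which became -1.11 and -0.41 after subtraction of free RNA. Mafa fell from 509 to 20 UMIs, a log2 ratio of -4.97 (-5.69 to -4.33), and Slc2a2 from 242 to 30 UMIs, -3.31 (-3.91 to -2.76). Ucn3 fell from 120 to 40 UMIs, -1.89 (-2.44 to -1.36), and stayed at -1.89 after subtraction of free RNA. Pdx1 had -0.18 (-0.53 to 0.17) and Nkx6-1 -0.19 (-0.37 to 0.00), differences not detectable at this depth. Some genes chosen by size in β-like cells also moved here. S100a6 rose by 2.21 (1.67 to 2.79) and Csn3 went from 0 to 60 UMIs, while Cdh8 had 0.02 (-0.05 to 0.09). Gcg had -0.41 (-0.41 to -0.41), Chga -0.18 (-0.19 to -0.16), Jun -0.01 (-0.05 to 0.03) and Me1 0.16 (0.07 to 0.26). Whether a ratio in β-like cells differs from that in α-like cells was not tested.

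**Figure D3:**
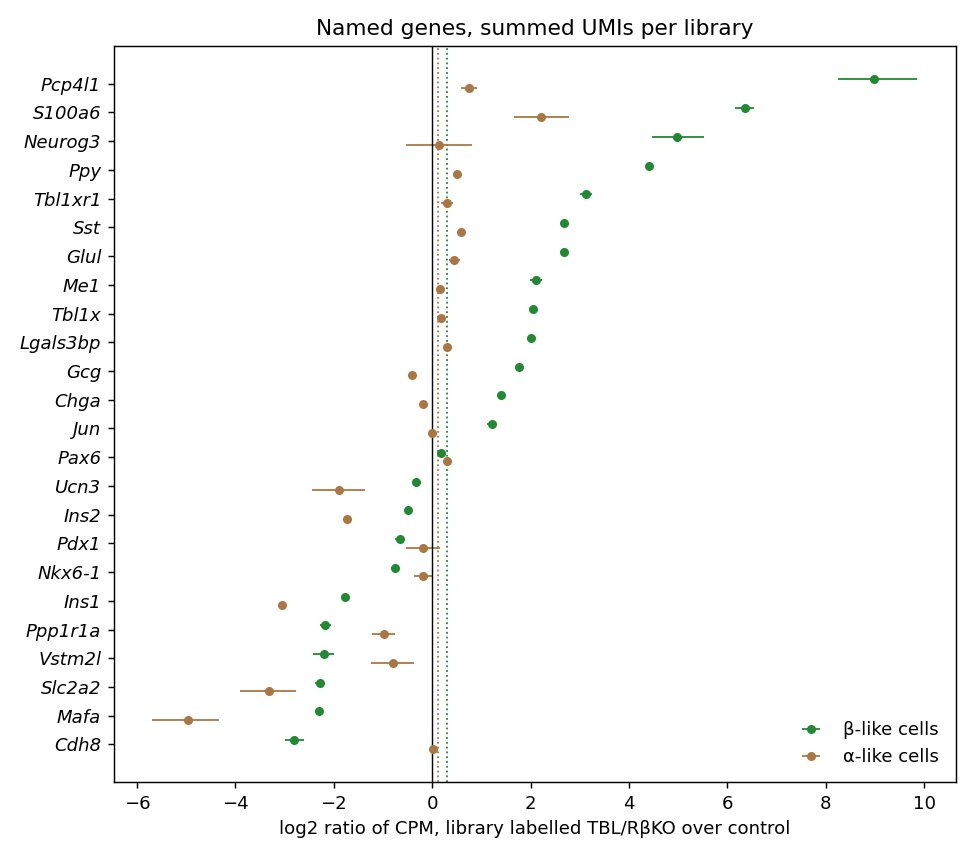
Points show the log2 ratio of CPM, library labelled TBL/RβKO over control, of named genes in β-like and α-like cells, with exact 95% intervals for counting error. Dotted lines mark the median of all genes (0.30 in β-like and 0.12 in α-like cells). Mafa lay at -2.30 and -4.97, Ppy at 4.40 and 0.52, and Pax6 at 0.18 in β-like cells, which became -0.12 relative to the median.

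The gene lists asked about β-cell maturity, disallowed genes and apoptosis. In β-like cells the mature list (43 genes used) had a median log2 ratio of -0.22 (-0.28 to -0.13), or -0.52 relative to all genes, at percentile 0.00 of random lists. With no upper limit on genes, its median was -0.08, the smallest fall among the alternatives fixed in advance, still at percentile 0.00. The immature list (18 genes) had 1.39 (1.33 to 1.44), or 1.09 relative to all genes, at percentile 100. The disallowed list (11 genes) had 2.06 (0.74 to 2.64) at percentile 98.2, but 0.16 at percentile 52.7 over its 3 genes with at least 100 UMIs, so its rise rests on genes with few counts. It shares Hk1, Slc16a1, Ldha, Rest and Pdgfra with the immature list. The apoptosis list (24 genes) had 0.20 (0.10 to 0.27), but -0.31 without hormones in the scaling and -0.10 relative to all genes, at percentile 15.4. In α-like cells the medians were -0.06 (-0.10 to 0.00) for the mature list at percentile 0.00, -0.02 (-0.13 to 0.04) for the immature list at percentile 4.00, 0.24 (0.07 to 0.45) for the disallowed list at percentile 79.4, and 0.16 (0.07 to 0.21) for the apoptosis list at percentile 73.6. The mature list of α-like cells turned to 0.01, at percentile 0.55, once free RNA was subtracted.

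β-like cells were also clustered on their own, which gave 8 sub-clusters. The eighth held 240 cells of the library labelled TBL/RβKO (66.7%, 61.5% to 71.5%, of its β-like cells) and 0 of 1260 control cells, which allows a share of up to 0.292%. At resolution 0.3 there were 4 sub-clusters and at resolution 1 there were 11. With 1 library per group, a sub-cluster of 1 library may be that library and not a cell type. The 240 cells had 520 CPM (504 to 536) of Tbl1x and 219 CPM (208 to 230) of Tbl1xr1. The 120 other β-like cells of that library had 144 CPM (134 to 155) and 49.5 CPM (43.6 to 56.0). Mafa stood at 70.8 CPM (65.0 to 77.1) in the 240 cells, 156 CPM (146 to 168) in the 120 cells and 517 CPM in control cells. Slc2a2 stood at 46.8 CPM (42.1 to 51.9), 111 CPM (102 to 121) and 351 CPM. Ins1 per Ins2 was 0.141, 0.169 and 0.385.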

Values the study reported

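The study reported 6 clusters of β-cells, of which nearly all cells of 1 came from TBL/RβKO islets. From bulk RNA sequencing of islets of the same age, which was not analysed here, it reported 5860 genes that differed between the groups, 3209 of them higher and 2651 lower in TBL/RβKO islets.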

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

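The tests of insulin share and sequencing depth for detected genes, of doublets for Gcg by other genes and of lymphoid tissue were chosen before their results were seen, and the other tests in this part only after the result was seen.

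The first result lies in barcodes outside the filter. With no upper limit on detected genes, 75.5% of β-like cells of the library labelled TBL/RβKO had 6000 genes or more, against 45.0% in the control, and the filter sets these cells aside. With clusters holding both insulin and Sst left out, it was 70.0% (67.2% to 72.6%) against 45.0%. The cells set aside therefore lower the β-like share of that library more than that of the control. The upper limit was not the whole cause of the lower share, since the difference stayed at -14.1 percentage points (-16.3 to -11.8) without it. A smaller share of insulin UMIs as the cause of the higher number of genes stays open. A β-like cell of the library labelled TBL/RβKO held 1.94 times as many UMIs once Ins1 and Ins2 were left out, or 1.71 times with clusters holding both insulin and Sst left out. The smaller insulin share alone would give 1.77 at equal total UMIs, so the ratio chosen for this test does not decide. At 5000 UMIs per cell without Ins1 and Ins2, these cells held fewer genes (2243) than control cells (2465). Deeper sequencing of that library was argued against by α-like cells, which held 0.955 times as many UMIs as in the control. Of the α-like cells of that library 9.19% reached 6000 genes, which does not decide on random doublets. Clusters took the name of their largest hormone, so doublets of β-like and α-like cells may have been named β-like. Cell size, stress after overnight culture and the deletion itself stay open, and none was tested. The targeted genes went against the label in these cells, so a link to the deletion is a hypothesis.

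A difference between cell classes was seen in the summed UMIs of Gcg, which rose in β-like cells (log2 ratio 1.76) and fell in α-like cells (-0.41), 2.17 apart. The median per β-like cell hardly moved, at 5.26 and 6.01 Gcg UMIs per 10000. The difference itself was not tested, since no replicate exists. The β-like value depends on the processing, from 0.56 with clusters made mostly of TBL/RβKO cells left unnamed to 4.80 with free RNA subtracted, and stayed above 0 under every alternative. Free RNA as the source was argued against by non-endocrine cells, whose median Gcg level in the library labelled TBL/RβKO was 0.884 of that in the control. For random doublets with α-like cells, the direct count under the filter does not decide. Before the filter, random pairs would give 55.6 to 98.7 barcodes in the library labelled TBL/RβKO, more than its 26 Gcg-positive β-like cells. In the control they would give 145 to 149, and 4 were seen. With no upper limit on genes, the library labelled TBL/RβKO held 245 such cells (at least 215), above 98.7. At the yield of the control, random pairs would give 2.72 (up to 6.97) where 26 were seen. That argues against them only if both libraries share this yield. With doublets kept, 17 control cells would stand for 11.6 (up to 18.5) cells, and 37 were seen. Doublets of cells that stay attached after separation could not be told apart from expression in the same cell. In the 26 Gcg-positive β-like cells, other genes abundant in α-like cells rose by a median of 0.571 of what such doublets would need, between the bounds set in advance for and against them.

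Chga also differed, at 1.41 in β-like and -0.18 in α-like cells, 1.59 apart, and this difference was not tested either. Under alternatives the β-like value lay between 0.61 and 1.43. A smaller share of insulin UMIs was not the whole cause, since the log2 ratio stayed at 0.907 with hormones and mitochondrial genes left out of the scaling. Subtraction of free RNA left it at 1.41, against free RNA as the whole cause. Chga is also on the immature list and was not used for clustering. RNA or doublets from other endocrine cells were not the whole cause. α-, δ- and PP-like cells of that library held 2979, 2753 and 1481 CPM of Chga, below the 5636 CPM of control β-like cells. If every Gcg, Sst and Ppy UMI of its β-like sum came from them, they would bring 1.91% of the excess at most. A change in the β-like cells that comes with the genotype and a difference between single libraries stay open for Chga.

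B-cell-like cells numbered 71 in the library labelled TBL/RβKO (2.86%, 2.24% to 3.59%, of kept cells) and 8 in the control (0.278%, 0.120% to 0.547%), a signal outside the endocrine comparisons. Lymphoid tissue carried along with the islets is a candidate source. Barcodes with at least 2 of 4 T-cell markers numbered 19 in that library (0.326%) and 1 in the control (0.0142%), as such tissue would bring. Immune cells inside the islets would give the same picture, and the counts do not part these. Stromal-like cells were also more frequent, at 3.18% (2.53% to 3.95%) against 0.938% (0.619% to 1.36%).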

How the results depend on the processing

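The alternatives that rename clusters or leave out Ppy, the automatic doublet threshold, those for the shares of other classes, those for hormone calls by class and combination and those in α-like cells were chosen only after the result was seen. No paired analysis was possible because each group has 1 library. For each change below the cause was not tested unless it is stated.

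The β-like share stayed lower in the library labelled TBL/RβKO under every alternative. Its difference was -15.0 points with more than 500 genes and no upper limit and -14.1 with more than 2500 genes and no upper limit. It was -40.8 with clusters made mostly of TBL/RβKO cells left unnamed, and -46.9 with no upper limit as well. It was -20.0 with no upper limit and clusters holding both insulin and Sst left unnamed, and -16.8 with these named β-like. The last 4 values follow from which cells are counted as β-like. The α-like share stayed higher in that library, by 10.2 to 35.4 points, and the δ-like share by 3.80 to 9.19 points. The PP-like difference ranged from -0.689 to 2.25 points and changed direction.

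The polyhormonal difference reversed to -4.90 points with the limits by which the study picked cells of 1 hormone. These were not made for mixed cells, and the Ins1 in free RNA passed them in 99.2% of control non-endocrine cells and 8.06% of the others, so that value does not bear on the order of the libraries. With the control thresholds in both libraries the difference in cells with Ins1 and Gcg alone reversed from 0.928 to -0.0113 points. The difference in polyhormonal β-like cells shrank from 28.0 to 16.6 points. These thresholds raised the Ins1 limit of the library labelled TBL/RβKO from 24.42 to 199.9 per 10000. They also moved its Gcg, Sst and Ppy limits, and the part of each limit in the combinations was not tested. Counted per hormone, its Ins1-positive β-like cells fell from 76.4% to 49.7%. The Gcg-positive share hardly moved, from 7.22% to 6.67%, against 0.317% in the control. The Sst-positive share went from 6.94% to 7.22% and the Ppy-positive share from 35.0% to 43.9%. The polyhormonal difference was 1.87 over Ins1, Gcg and Sst alone, because most such cells held Ppy. It was 13 with no upper limit when clusters made mostly of TBL/RβKO cells were left unnamed and 10.5 when those with insulin and Sst were.

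Tbl1x and Tbl1xr1 stayed higher in β-like cells of the library labelled TBL/RβKO under every alternative, at log2 ratios from 0.48 to 2.26 and from 1.1 to 3.40. The lowest, 0.476 and 1.1, came with clusters made mostly of TBL/RβKO cells left unnamed, and 0.859 and 1.54 with no upper limit as well. Tbl1xr1 had 2.97 under both alternatives with no upper limit alone, and 2.94 and 2.91 with clusters holding insulin and Sst left unnamed or named β-like. Tbl1x had 2.11 with more than 2500 genes and no upper limit and 2.12 with a mitochondrial share under 20%. Scaling without hormones and mitochondrial genes gave 1.55 and 2.62, scaling to a median ratio of 0 gave 1.76 and 2.82, and the mean over cells 2.26 and 3.40. Any scaling moves all genes of a sum by 1 shift.

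In β-like cells the mature list stayed at percentile 0.00 and the immature list at 99.99 or above under every alternative. The apoptosis list ranged from percentile 9.36 to 82.2 and the disallowed list from 52.7 to 99.6. With more than 500 genes and no upper limit the mature, immature and apoptosis medians were -0.0862, 1.78 and 0.460. With more than 2500 genes and no upper limit they were -0.0822, 1.88 and 0.463. They were -0.0680, 1.65 and 0.415 when no upper limit was set and clusters holding insulin and Sst were left unnamed, and -0.0788, 1.48 and 0.420 when these were named β-like. Scaling without hormones and mitochondrial genes gave -0.720, 0.882 and, reversed, -0.307. Scaling to a median ratio of 0 gave -0.515, 1.09 and, reversed, -0.103. With clusters made mostly of TBL/RβKO cells left unnamed they were -0.590, 0.638 and, reversed, -0.268, and the disallowed list had 0.25. The immature list had 0.849 with no upper limit as well. The immature list had 1.51 with each library clustered alone and 1.31 without shared genes. The apoptosis list had 0.369 as a mean over cells. The disallowed list had 2.98 with free RNA subtracted and 0.156 over genes with at least 100 UMIs, since few of its genes have that many.

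In α-like cells the mature list turned to 0.0114 with free RNA subtracted, and had -0.15 without hormones in the scaling and -0.181 at a median ratio of 0. The immature list had -0.142 at a median ratio of 0. The apoptosis list had 0.0667 and 0.0353 under these 2 scalings.

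Among other named genes in β-like cells, Ins2 reversed to 0.125 and Me1 to -0.162 with clusters made mostly of TBL/RβKO cells left unnamed. Pax6 reversed in 4 settings, to -0.534 under that naming, -0.119 with no upper limit as well, -0.322 without hormones in the scaling and -0.117 at a median ratio of 0. Of all 589 values of 27 genes under alternatives, 314 stayed within their counting interval, 269 moved beyond it in the same direction and 6 reversed. Scaling counts among the moves, since the intervals of abundant genes are narrow.

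The share of β-like cells of the library labelled TBL/RβKO in sub-clusters made mostly of its cells was 71.7% at resolution 0.3 and 66.7% at resolution 1 and with all variable genes. Depth limits the disallowed list, Ldha and Hk1 most, with few UMIs each, and the lack of replicates limits every value.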

Other observations

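The tests of insulin share for Tbl1x and Tbl1xr1, of PP-like doublets by other genes and of random doublets for polyhormonal cells were chosen before their results were seen, and the other tests in this part only after the result was seen.

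UMIs of Tbl1x and Tbl1xr1 were higher in β-like cells of the library labelled TBL/RβKO, against its label. Swapped labels between the 2 libraries were argued against by the Cre gene, with 0 UMIs in the control and 3247 in the other library. The smaller share of insulin UMIs was not the whole cause, since the log2 ratios stayed at 1.55 for Tbl1x and 2.62 for Tbl1xr1 with hormones and mitochondrial genes left out of the scaling. It remains possible that the counted transcripts lack the deleted part. That could not be told apart from intact transcripts, because counts per gene do not show where on a transcript the UMIs fall. In the cells of sub-clusters made mostly of TBL/RβKO cells, Tbl1x stood 1.85 higher on the log2 scale than in the other β-like cells of the same library. Reads shared between the paralogs Tbl1x and Tbl1xr1 were not tested. A transcript that is made in excess when its protein is missing is a biological hypothesis, and nothing here tests it.

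Ppy in β-like cells of the library labelled TBL/RβKO (35.0% above threshold) was not free RNA alone, since its non-endocrine cells held a median of 3.29 Ppy UMIs per 10000, against 89.8 in its β-like cells. Random doublets with PP-like cells were argued against by number, since random pairs would give up to 11.9 barcodes before the filter, and 126 β-like cells were Ppy-positive (18 in the control). Doublets of cells that stay attached after separation, which are not random, could not be told apart from expression in the same cell. Such doublets would need 16.2% of the UMIs of the 126 Ppy-positive β-like cells to come from PP-like cells. The median of other genes enriched in PP-like cells reached 0.674 of the rise this needs, and 8 of 19 stayed under 0.5 of it. Pyy stood at 74510 CPM, above the 25680 CPM that such a share would give, while Tspan8 stood at 74.0 CPM, below the 148 CPM it would give.

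The higher polyhormonal share of that library (18.5% against 11.2%) was not brought by random doublets of the 4 classes, which would give 2.56% of its cells, fewer than the 3.48% in the control. The control rates of each class at the class shares of that library would give 17.0%, so in this order the class shares alone come near the pooled value. The rates of that library at the control shares would give 22.0%, above 18.5%, so the part of the class shares depends on the order and could not be told apart from that of the rates within classes. Class shares were not the whole cause, since 29.7% of its β-like cells were polyhormonal against 1.75% in the control, while the share was lower in its PP-like cells and, with intervals that overlap, in its α- and δ-like cells. Among β-like cells, with the control thresholds in both libraries, 18.3% were polyhormonal in that library and 1.75% in the control. At these thresholds the share was 10.9% against 10.7% in α-like and 58.8% against 59.4% in δ-like cells, so no lower share was seen in α-like cells. In PP-like cells it was 9.87% against 26.5%. Doublets of cells that stay attached after separation are not random and may still contribute. With no upper limit on genes, clusters with both insulin and Sst held 305 control cells and 361 cells of the library labelled TBL/RβKO, where random pairs of β-like and δ-like cells would give 25.8 and 21.7. Both libraries held such cells, and no biological explanation was tested for them.

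Ins1 fell more than Ins2 in β-like cells. The inserted Cre takes the place of 1 Ins1 copy if the mice are heterozygous for it, and the study's controls were littermates without Cre. Loss of 1 of 2 copies, with no change in the other, would leave 0.5 of Ins1 per Ins2. The measured values were 0.439 of the control in cells of sub-clusters shared with the control and 0.366 in cells of sub-clusters made mostly of TBL/RβKO cells. Both lie below 0.5, and with 1 library per group there is no spread between libraries to judge the gap by. The loss of a copy and the deletion cannot be told apart here, because both go with the group. Reads shared between Ins1 and Ins2 were not tested.

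The sub-cluster with 0 control cells held 240 β-like cells of the library labelled TBL/RβKO. A technical difference that parts the whole libraries this fully was argued against, since 3.03% of α-like cells lay in clusters with 90% or more of their cells from 1 library. A smaller one is not excluded. α-like clusters of 267 control and 95 TBL/RβKO cells, or of 141 and 358, lay under this cut. With no upper limit on genes, an α-like cluster of 27 and 276 cells passed it. A technical difference that affects β-like cells alone and a change that comes with the genotype stay open and cannot be parted with 1 library per group. Both the mostly TBL/RβKO cells and the 120 others had less Mafa and Slc2a2 than control cells, while the rise of Tbl1x was larger in the first.

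Mafa and Slc2a2 also fell in α-like cells, from 509 to 20 and from 242 to 30 UMIs. Their log2 ratios after subtraction of free RNA were -5.58 and -2.64, so the subtraction did not remove the fall. RNA or doublets from β-like cells were not the whole cause for Mafa. If every insulin UMI of the control α-like sum came from β-like cells, these would make up 2.18% of its UMIs and bring 11.3 CPM of Mafa, or 15.3 CPM with the profile of the control β-like cluster with most Mafa per insulin, where the fall was 25 CPM (at least 22.4). For Slc2a2 they would bring 7.65 CPM, or 11 CPM with the profile of the cluster with most Slc2a2 per insulin, of a fall of 11.1 CPM, so β-like RNA could not be told apart from a change in α-like cells. A difference between single libraries stays open for both.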
